A study of Homo sapiens with 8 samples. Its data were reported in "Induction of functional xeno-free MSCs from human iPSCs via a neural crest cell lineage" (2022).

How the data were processed

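The data are 8 libraries of total RNA from 1231A3 iPSCs under NCC induction, 1 library per group: unsorted cells at days 0, 2, 4, 6, 8 and 10, and CD271 high and CD271 low cells sorted at day 10. Groups and days were taken from the sample labels. Per the labels, total RNA was column-purified and reverse transcribed, and libraries were amplified with an AmpliSeq primer panel for human transcripts and sequenced on an Ion S5 XL instrument. In this assay a primer pair amplifies a short stretch of each transcript, so gene length has little effect on the counts, while the efficiency of each amplicon does. The authors deposited raw counts of reads per gene symbol, with no normalization. The aligner, the counting tool, the genome build and the annotation are not stated, and neither is whether strand was used. Reads of near-identical gene copies are therefore treated as uncertain.

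The tables held 20802 genes and 10 entries for external spike-in controls, which had 0 counts in all libraries and were set aside. In 28 entries the gene symbol had the form of a date, as left by spreadsheets, and 2 of these symbols occurred more than once. They were kept in totals and counts of genes and were not named. No pair of libraries agreed within sampling noise, since the lowest chi-square per gene between any pair was 8.11. Totals ran from 4810915 to 5956343 counts, and 3 counts, the detection floor used here, were worth 0.504 to 0.624 CPM.

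Counts were scaled to the library total (CPM) and compared as log2(CPM + 1). This scale understates the change of low genes. With 1 library per group no test between conditions was possible, so edgeR and DESeq2 were used for scaling factors only. Genes that differed at least 4-fold on that scale were counted, beside the number given by counting error alone. For the latter, the counts of a gene in both libraries were pooled and split binomially by library size, in 100 draws. Wilson 95% intervals were computed for CPM and exact Clopper-Pearson 95% intervals for the ratio of 2 libraries. Such intervals compare libraries, not conditions. Where a library was at or under 3 counts, the fold was computed against 3 counts and is written as "at least". No fold is given where both libraries were at or under 3 counts.

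The marker lists of the study were taken as groups of genes. KRT14, for the epidermis, and some regional genes, among them PAX2, EN2, HOXA3, HOXB4 and HOXB9, are not named in its text and were chosen here for the classes it gives. The median log2 difference of a list was placed among 10000 random lists of the same size, matched on mean expression in 20 bins, and a list counted as standing apart when its median lay outside the central 95%. Ties counted as one part below and one part above in equal shares. Principal components were computed on log2(CPM + 1) with each gene centred and scaled to unit variance, leaving out genes without variation. The genes named are the markers of these lists and, for day 10 against day 0 and CD271 high against CD271 low, the 5 genes with the highest and the 5 with the lowest log2 difference among genes with a mean of at least 10 CPM over the 2 libraries. Not every gene that met this rule is named. RMRP was named after its values were seen. Gene positions are from GENCODE release 29 on GRCh38, matched by symbol, and are not the build of the deposited tables, which is not stated.

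Grouping, comparisons, marker lists, thresholds and the alternatives listed next were fixed before the data were examined. The alternatives were TMM scaling, DESeq2 size factors, pseudocounts of 0.1 and 5 CPM, a filter at a mean of 5 CPM over the 8 libraries (10787 genes), counts thinned to the smallest total, a 2-fold threshold, the mean of a list in place of its median, and, for the principal components, unscaled genes, the 500 genes of highest variance and the 6 unsorted libraries. For a check of GC content, transcript GC was taken from GENCODE release 29 and found for 89.4% of the genes.

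The steps were tested on simulated counts drawn for the 20802 genes from the measured means and library sizes, with 200 genes changed 8-fold. The changed genes were taken from those with a mean of at least 10 CPM, so recovery of lower genes was not tested. The simulated noise was counting error alone, so differences between cultures or in amplification were not covered. All 200 changed genes were called in the right direction at the 4-fold threshold, and 0 of 20602 unchanged genes were called. Of 200 random lists, 8 lay outside the central 95%, and all 20 lists of changed genes were found. The ratio interval held the true ratio in 96.4% of 1000 draws. Work was done in Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9, and in R 4.3.3 with edgeR 4.0.16 and DESeq2 1.42.0.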

Results

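Gene expression was profiled during the induction of neural crest cells (NCCs) from 1231A3, a human induced pluripotent stem cell (iPSC) line kept without feeder cells. NCCs are migratory cells that arise at the border of the neural plate. Induction used a medium without bFGF that held SB431542, an inhibitor of activin, NODAL and TGFβ receptors, and CHIR99021, which activates WNT signalling by inhibiting GSK3. The series held 8 libraries, 1 for each group. Unsorted cells were sampled at day 0 (iPSC) and at days 2, 4, 6, 8 and 10, and CD271 high and CD271 low cells were sorted at day 10. CD271 is the cell-surface protein encoded by NGFR and is used to enrich NCCs. Each library was an AmpliSeq panel, in which 1 amplicon stands for each gene, so the values are counts of amplicon reads, reported as CPM, the count of a gene scaled by the total count of its library. Totals ranged from 4810915 counts (day 8) to 5956343 counts (day 0), over 20802 genes. Between 15041 genes (day 0) and 15989 genes (CD271 low) had at least 1 count. The gene with the most counts was RMRP in every library, at 2.09% to 4.21% of the total. With 1 library per group there is no replicate check on any difference below, and no p-value across genes is given. Intervals and detection floors cover counting error only, since amplicon reads without molecular identifiers are not independent molecules. The smallest level these depths can show, 3 counts, lay between 0.504 CPM (day 0) and 0.624 CPM (day 8).

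To follow the developmental path of the cells, each time point was first compared with the one before. A gene was counted as changed when its log2(CPM + 1) value differed by at least 2, a 4-fold difference. Between day 0 and day 2, 189 genes were higher and 112 were lower. Between day 2 and day 4, 133 genes were higher and 162 were lower, a direction that did not hold with a pseudocount of 5 CPM (53 higher, 50 lower). The later steps were smaller, with 122 changed genes from day 4 to day 6, 143 from day 6 to day 8 and 73 from day 8 to day 10. Of those last 73 genes, 63 were higher at day 10. Over the whole course, 1075 genes were higher and 627 were lower at day 10 than at day 0. At this threshold and scale, counting error alone gave on average at most 0.03 genes in any of these comparisons, over 100 draws. It was not computed for other thresholds or pseudocounts, so their counts below may hold more of it. The size of these counts depended on the threshold and the pseudocount. At day 10 against day 0, a 2-fold threshold gave 3173 higher and 2253 lower genes, and a pseudocount of 0.1 CPM gave 2382 and 1297.

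**Figure D1:**
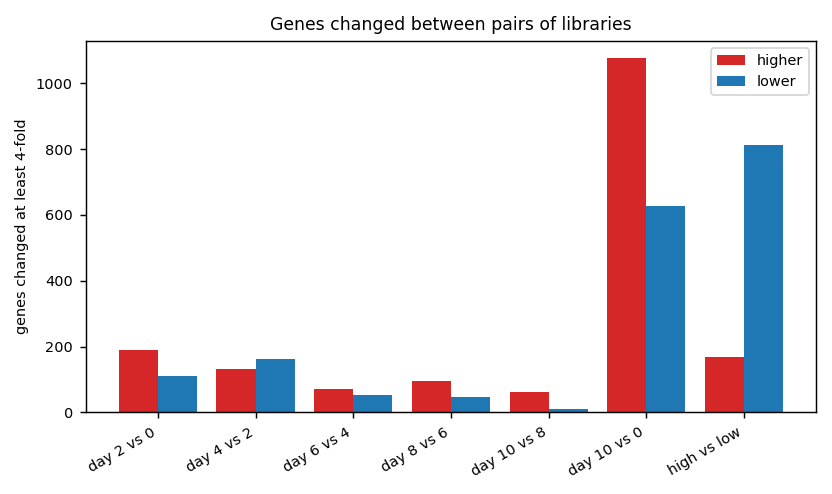
Genes that differed at least 4-fold on the log2(CPM + 1) scale between pairs of libraries, with the number of genes on the vertical axis and bars for genes higher and lower in the library named first. Successive time points differed by 301 genes at first and 73 at last, and CD271 high against CD271 low had 811 lower and 167 higher genes.

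Among genes with a mean of at least 10 CPM over the libraries of day 0 and day 10, the 5 with the largest falls were POU5F1, TDGF1, DNMT3B, ESRG and ZSCAN10. TDGF1 (chromosome 3, 46574534 to 46582463, GRCh38) went from 1039 CPM at day 0 to 0 counts at day 10, at least 1725-fold lower. ESRG, annotated as a sense intronic RNA gene, went from 781 to 1.61 CPM. The 5 genes with the largest rises were NR2F2, NR2F1, ZIC1, PAX3 and TFAP2B. NR2F2 (chromosome 15, 96325938 to 96340263) had 0 counts at day 0 and 549 CPM at day 10, at least 1090-fold higher. NR2F1 had 0 counts at day 0 and 474 CPM at day 10, and TFAP2B went from 0 counts to 262 CPM.

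The 5 pluripotency markers (POU5F1, NANOG, ZFP42, DNMT3B and CDH1) were examined first, to see when the pluripotent state was lost. Their median log2 difference was -6.29 at day 6 and -7.71 at day 10, both against day 0. Each median lay below all 10000 random gene lists of the same size and expression. POU5F1 (chromosome 6, 31164337 to 31180731) was at 2294 CPM at day 0 (95% Wilson interval 2255 to 2332). It stood at 1119 CPM at day 2, 158 CPM at day 4, 28.3 CPM at day 6, 1.87 CPM at day 8 and 1.00 CPM at day 10. NANOG fell earlier, from 208 CPM at day 0 to 6.43 CPM at day 2, a 32.4-fold difference (95% Clopper-Pearson interval 22.9 to 47.3). CDH1 was still at 151 CPM at day 2, was at 3.77 CPM at day 4 and had 0 counts from day 6 to day 10. ZFP42 fell from 55.1 CPM at day 0 to 2.87 CPM at day 6 and was at 3.81 CPM at day 10. From day 6 to day 10 the median of the 5 genes changed by -0.21 (percentile 13.8), but most of them were already too low at day 6 to fall much further, and POU5F1 still fell. POU5F1 and NANOG have processed copies elsewhere in the genome, and reads of such copies cannot be told apart here.

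Ectodermal markers moved the other way. The neuroectoderm markers PAX6 and DACH1 had a median log2 difference of 5.31 between day 0 and day 10, at percentile 99.97 of random lists. PAX6 went from 0.168 to 19.9 CPM, at least 39.5-fold higher, and DACH1 from 1.34 to 206 CPM. The 5 neural plate border markers (PAX3, PAX7, ZIC1, MSX2 and TFAP2A) rose by a median of 7.37, above all random lists. PAX3 was at 78.1 CPM by day 4 and 375 CPM at day 10, whereas ZIC1 was at 1.32 CPM at day 4, 24.4 CPM at day 6 and 465 CPM at day 10. PAX7 stayed low, at 5.02 CPM on day 10. The 5 NCC markers (SOX10, FOXD3, NGFR, ITGA4 and SNAI2) rose by a median of 4.14, above all random lists. SOX10 (chromosome 22, 37970686 to 37987422) was at 2.85 CPM at day 0 (95% interval 1.78 to 4.57) and 399 CPM at day 10 (382 to 417). Most of this rise in CPM came after day 6, when it was at 35.1 CPM, with 146 CPM at day 8. NGFR (chromosome 17, 49495293 to 49515017) rose at each step, from 6.55 to 132 CPM. FOXD3 did not rise steadily. It was at 52.0 CPM at day 0, had 0 counts at day 2, was at 3.96 CPM at day 4 and reached 133 CPM at day 10. ITGA4 stood at 10.6 CPM at day 4, 3.94 CPM at day 6 and 30.3 CPM at day 8. No alternative scaling, pseudocount or summary tried moved these 4 marker lists inside the central 95% of random lists. The value that moved most was the pluripotency median at day 10, which was -11.02 with a pseudocount of 0.1 CPM.

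**Figure D2:**
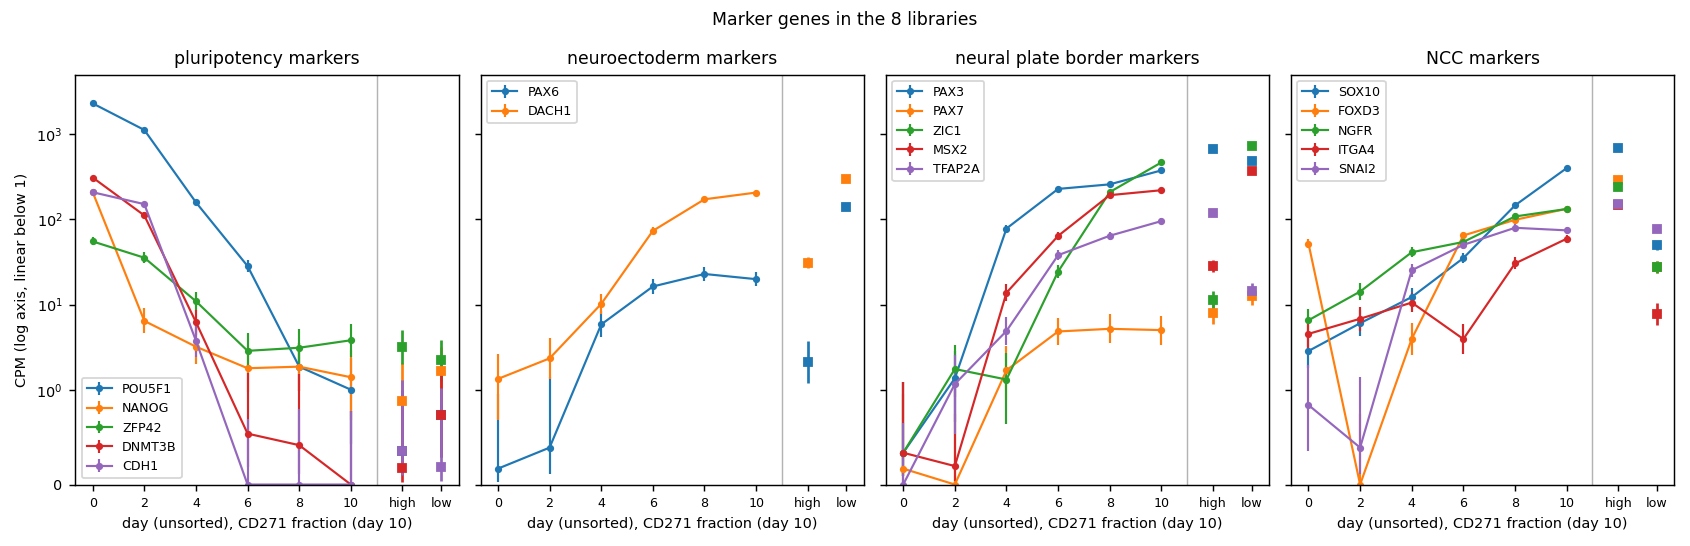
CPM of pluripotency, neuroectoderm, neural plate border and NCC markers on a log axis that is linear below 1 CPM, against day for the unsorted libraries (circles joined by lines) and for the CD271 high and CD271 low libraries of day 10 (squares). Bars are 95% Wilson intervals for counting error. POU5F1 fell from 2294 to 1.00 CPM and SOX10 rose from 2.85 to 399 CPM between day 0 and day 10.

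Markers of other lineages were compared in the same way, to see whether the cells left the ectodermal path. The 7 mesoderm markers had a median log2 difference of 0.26 between day 0 and day 10, within the central 95% of random lists (percentile 84.4). However, the middle value was that of OSR1, with 0 and 1 counts. Among the steps between successive days, the list stood apart from day 6 to day 8 alone (median 0.64, percentile 98.9). The middle value there was again that of OSR1, with 1 and 4 counts. WNT3 was 7.69-fold higher at day 10 (1.18 to 9.03 CPM, 95% interval of the ratio 3.44 to 20.2) and TBX6 was 3.85-fold higher (1.51 to 5.82 CPM, 1.78 to 9.25). KDR went the other way, from 12.1 CPM at day 0 (95% interval 9.60 to 15.2) to 8.03 CPM at day 10 (5.90 to 10.9). Within the course TBX6 was highest at day 6, at 14.3 CPM. T, SIM1 and OSR1 were at or under the floor at both day 0 and day 10. They passed it at some time points between, T with 6 counts at day 2 and 5 at day 4, SIM1 with 6 counts at day 8 and OSR1 with 4 counts at day 8. The 4 endoderm markers had a median of -0.77, at percentile 1.5. FOXA2 went from 4.03 CPM to 0 counts, at least 6.69-fold lower, and CER1 from 1.68 CPM to 0 counts. SOX17 had 0 counts in all 8 libraries, so an absent transcript cannot be told apart from an amplicon that did not work. The epidermal keratin gene KRT14 was at or under the floor in every library.

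Region-specific homeobox genes were used to ask which part of the neural axis the cells resembled. The midbrain marker OTX1 was at 8.90 CPM at day 0 and 62.4 CPM at day 10, a 7.02-fold difference (95% interval 5.23 to 9.58). OTX2 was at 5.71 CPM at day 0, 15.8 CPM at day 6 and 4.42 CPM at day 10, and its day 10 level did not differ from day 0 beyond counting error (ratio 0.774, 0.431 to 1.36). EN1 was transient, at 42.5 CPM on day 6 (37.4 to 48.2) and 5.22 CPM on day 10 (3.56 to 7.65). HOXA2 (chromosome 7, 27100354 to 27102811) had 0 counts at day 0 and day 2, and was at 15.6 CPM on day 8 and 9.84 CPM on day 10. HOXA3 and HOXB4 had 0 counts in all 8 libraries, and here too a failed amplicon cannot be ruled out. HOXB9, the spinal cord marker, rose above the floor at day 8 alone, with 4 counts.

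A principal component analysis placed the 8 libraries by 17850 genes. PC1 held 38.3% of the variance and PC2 held 16.0%. The PC3 share, 14.8%, was close to that of PC2. From day 0 to day 6 the libraries moved along PC1 by 196, which was 99.7% of the distance between day 0 and day 10. PC2 decreased by 100 over the same days. From day 6 to day 10 PC2 rose by 145 and the net move along PC1 was 0.544. This net move came from -13.4 between day 6 and day 8 and 13.9 between day 8 and day 10. On these 2 components the day 10 library (45.7, 63.2) lay next to CD271 high (42.7, 76.8), and CD271 low lay apart from both (92.9, -23.2). This nearness did not hold across all genes, where the correlation of log2 values with the day 10 library was 0.975 for each fraction. The PC1 share depended most on which genes entered, and the PC2 share was highest, at 21.9%, with the 6 unsorted libraries alone. With the 500 genes of highest variance, PC1 held 62.2%, and 72.8% of the PC1 distance was covered by day 6.

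**Figure D3:**
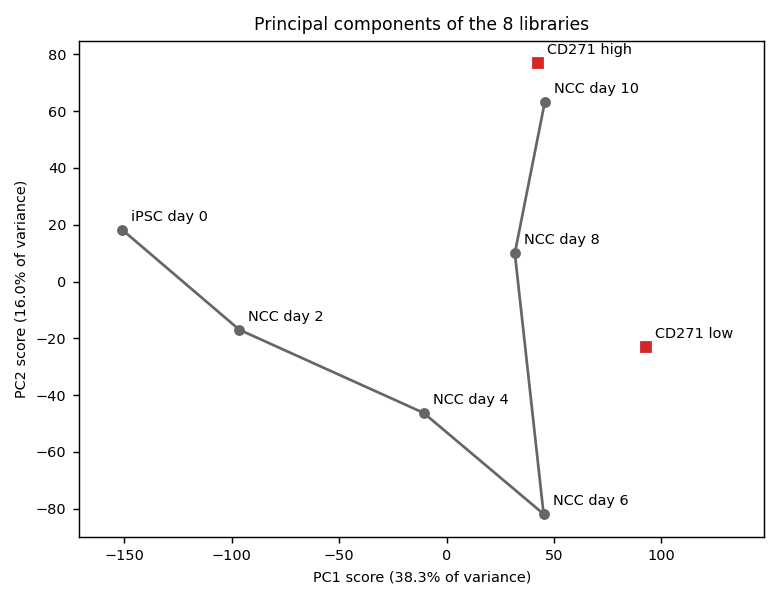
Scores of the 8 libraries on PC1 (38.3% of variance) and PC2 (16.0%), with unsorted libraries joined in order of day and the CD271 high and CD271 low libraries as squares. Up to day 6 PC1 rose by 196 while PC2 decreased by 100, and from day 6 to day 10 PC2 rose by 145 with little net change in PC1. On these 2 components CD271 high lay closer to the day 10 library than CD271 low did.

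CD271 high and CD271 low cells were then compared, to see what the sort separated. Both had gone through the sort, so this comparison does not set a sorted against an unsorted library. NGFR, the gene of the sort marker, checked the labels. It was at 241 CPM in CD271 high (95% interval 228 to 254) and 27.7 CPM in CD271 low (23.6 to 32.5), an 8.70-fold difference. In all, 167 genes were at least 4-fold higher in CD271 high and 811 were at least 4-fold lower, and counting error alone gave 0 genes. The scaling bears on this split. The median log2 difference of genes with a mean of at least 5 CPM was -0.20 with total counts and 0.08 with TMM scaling, under which 235 genes were higher and 668 were lower.

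The NCC markers were higher in CD271 high by a median log2 difference of 3.33, above all random lists, and by 3.55 without NGFR. SOX10 was at 689 CPM in CD271 high and 49.4 CPM in CD271 low, 13.9-fold apart (12.3 to 15.8). ITGA4 was 19.2-fold higher (14.1 to 26.8) and FOXD3 was 10.4-fold higher (8.78 to 12.4). SNAI2 differed less, by 1.92-fold (1.71 to 2.16), and RHOB by 2.28-fold. The neuroectoderm markers went the other way, with a median of -4.35 (percentile 0.02). PAX6 was at 2.12 CPM in CD271 high and 138 CPM in CD271 low, 65.2-fold lower in CD271 high (37.1 to 127). DACH1 was 9.66-fold lower. The neural plate border markers did not move together, and their median of -0.60 lay within the central 95% (percentile 5.16). TFAP2A was 8.36-fold higher and PAX3 1.35-fold higher in CD271 high, whereas ZIC1 was 64.3-fold lower, MSX2 13.1-fold lower and PAX7 1.58-fold lower. The size of the PAX3 difference depends on the scaling, since its log2 value was 0.43 with total counts and 0.72 with TMM scaling.

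Among genes with a mean of at least 10 CPM over both fractions, those with the largest excess in CD271 high included SCRG1, RXRG and ITGA4. SCRG1 was at 47.9 CPM in CD271 high and 1.48 CPM in CD271 low, and RXRG was at 35.9 and 1.11 CPM. The 5 genes with the largest excess in CD271 low were CYP26C1, LRP2, FZD10, GDF7 and WSCD2. CYP26C1 (chromosome 10, 93060808 to 93069536) was at 0.707 CPM in CD271 high and 136 CPM in CD271 low, 193-fold apart (74.9 to 709). LRP2 was at 1.24 and 176 CPM, FZD10 at 0.530 and 110 CPM, GDF7 at 1.06 and 147 CPM, and WSCD2 at 1.41 and 167 CPM.

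The regional markers also differed between the fractions. OTX1 was at 7.42 CPM in CD271 high and 249 CPM in CD271 low, 33.5-fold apart (24.7 to 46.8). OTX2 was at 0.707 and 12.2 CPM, 17.2-fold apart (6.42 to 65.1). HOXA2 had 0 counts in CD271 high, where the floor was 0.530 CPM, and 6.27 CPM in CD271 low. EN1 was at 4.06 CPM in both fractions. The mesoderm markers were lower in CD271 high by a median of 0.84 on the log2 scale, just outside the central 95% of random lists (percentile 2.31). The middle gene was MIXL1, with 1 and 6 counts, and this list was not compared between the fractions under other scalings. KDR was at 0.707 CPM in CD271 high and 17.5 CPM in CD271 low, and WNT3 at 2.65 and 24.7 CPM. Of the 5 pluripotency markers, 4 had fewer than 10 counts in each fraction, so this list could not show a difference.

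The unsorted day 10 library was compared with each fraction. It differed at least 4-fold from CD271 high in 323 genes, of which 308 were lower in CD271 high. It differed from CD271 low in 193 genes, of which 112 were higher in CD271 low. Sorting and group cannot be told apart here, because the labels give 1 unsorted library at day 10 and both fractions were sorted.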

Values the study reported

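The study reported that PC1 held 39.2% and PC2 16.1% of the variance in its principal component analysis of these libraries. By flow cytometry it counted 71.8 ± 18.3% CD271 high cells for the 1231A3 line over repeated experiments.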

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

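The settings without NGFR, without small RNA genes and with GC centring were chosen only after the results were seen. No paired analysis was possible because each group had 1 library.

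Under TMM scaling, DESeq2 size factors and thinning to equal totals, each count of changed genes stayed within 1.5 times its value. Each marker list difference that was rerun under these settings kept its direction and its side of the central 95%. Some list differences, such as that of mesoderm between the fractions, were not rerun. Of the 1702 genes changed between day 0 and day 10, 1692 were also changed under TMM scaling, and of the 978 genes between the fractions 835 were.

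The counts moved most with the pseudocount and the threshold, and the cause was not tested beyond these settings. The number of genes given by counting error alone was not computed for these settings either. With 0.1 CPM, 2382 genes were higher and 1297 lower at day 10 than at day 0, 476 were higher and 2035 lower in CD271 high than in CD271 low, and the steps gave 1453, 1445, 1095, 1232 and 941 changed genes in order of time. With 5 CPM these values were 402 and 274, 70 and 327, and 103, 103, 29, 36 and 9. At 2-fold they were 3173 and 2253, 742 and 2526, and 1738, 1822, 1425, 1462 and 816. With genes at a mean of at least 5 CPM, 407 genes were lower at day 10 than at day 0 and 48 changed between day 8 and day 10. Between day 2 and day 4 more genes were lower than higher (133 against 162), but not with 5 CPM (53 higher, 50 lower) or the filter (125 higher, 110 lower). In each of these settings more genes were higher than lower at day 10 against day 0, and more were lower than higher in CD271 high against CD271 low.

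Neural plate border markers between the fractions crossed the edge of the central 95% in 2 settings, to a median of -1.62 with genes at a mean of at least 5 CPM and a mean of -1.35 in place of the median. PAX7, whose difference had been the median, fell under the filter, and the mean was drawn down by ZIC1 and MSX2. The endoderm list had no gene left under the 5 CPM filter. NCC markers without NGFR had a median of 3.55. GC centring gave 212 higher and 629 lower genes between the fractions, where the same genes gave 159 and 741 before, but it also takes out the overall shift between the fractions.

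PC1 held 38.6% with TMM scaling, 38.8% with DESeq2 size factors, 38.4% and 37.9% with pseudocounts of 0.1 and 5 CPM, 44.6% with the 5 CPM filter, 52.6% without scaling of genes, 62.2% with the 500 genes of highest variance and 44.3% with the 6 unsorted libraries. PC2 held 16.3%, 16.2%, 16.2% (5 CPM filter), 17.3%, 17.7% and 21.9% in the settings of the same names that moved it beyond counting error, and the cause was not tested. Without scaling of genes, 84.9% of the PC1 distance was covered by day 6.

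Of 475 values for single genes, 109 moved beyond counting error, most of them with the pseudocount. In 1 case the direction changed, for EN1 between the fractions, whose log2 difference was 0.00 and became -0.06 on thinning. Depth limits the genes near 3 counts, such as T, SIM1 and OSR1, for which no difference was detectable between day 0 and day 10.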

Other observations

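The tests of the small RNA genes, of the excess of lower genes in CD271 high, of the neuronal genes and of earlier days in place of day 10 were chosen only after the results were seen. Genes named in this part that are not on the marker lists were picked after their values were seen.

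The medium change at day 0 removed bFGF and added SB431542 and CHIR99021, and lists of pathway targets written in advance followed these changes by day 2. The 6 NODAL targets fell by 1.88 on the log2 scale (median, percentile 0), which is consistent with a response to SB431542. LEFTY1 went from 13.9 CPM to 0 counts and SMAD7 from 62.3 to 9.75 CPM. The 10 WNT targets rose by a median of 1.06 (percentile 100), which is consistent with a response to CHIR99021. SP5 went from 0 counts to 34.3 CPM and AXIN2 from 13.9 to 34.1 CPM. The 8 FGF targets fell by 0.78 (percentile 0), which is consistent with withdrawal of bFGF, and DUSP6 went from 298 to 52.4 CPM. With TMM scaling the medians were -1.93, 1.01 and -0.87. No library lacked only 1 of these changes, so the 3 cannot be told apart from each other or from a general loss of the pluripotent state.

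The unsorted day 10 library was set against the sorted fractions. The labels do not say whether the fractions were sorted from the same culture as this library. Reading it as a mixture of them, and the shares below, assume that they were. Of 978 genes at least 4-fold apart between the fractions, the unsorted value lay between them for 95.4%, against 36.8% of 8815 genes under 2-fold apart, which leave less room between. In place of day 10, day 8 gave 88.2%, day 6 67.8% and day 0 41.9%. The value is consistent with a mixture of the sorted fractions for the genes that separate them, but a library that is not such a mixture came close, so the test is weak. Across all genes, 77 were at least 2-fold higher and 89 at least 2-fold lower in unsorted cells than in both fractions. A mixture of the fractions alone would not give such values. However, noise between single libraries was not estimated for these genes. Of the 77, 24 were small RNA genes, for which a difference in RNA preparation is raised below. The 2 sides gave different median shares of CD271 high RNA, however. By the 112 genes higher in CD271 high (mean of at least 10 CPM) the median share was 43.6% (quartiles 30.1% and 64.9%). By the 429 genes lower it was 66.6% (54.1% and 77.6%). With TMM scaling the shares were 47.5% (159 genes, 31.2% and 72.9%) and 59.0% (336 genes, 44.0% and 71.8%). The ranges between quartiles overlapped under both scalings. The genes changed along with the scaling, so the narrower gap cannot be put down to scaling alone. Choosing genes by their difference between the fractions may bias both shares, and this was not corrected. The share of CD271 high RNA by genes higher in CD271 high was 43.6%. That is lower than the cell fraction quoted from the study above, which was counted by flow cytometry and not from RNA. The share by genes lower in CD271 high, 66.6%, lay closer to that fraction. The fraction varied between repeated experiments, so neither share can be said to match or miss it.

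Immediate early genes did not behave as a simple sign of dissociation and sorting. The list of 15 genes was higher than in the unsorted day 10 library in CD271 low (median log2 difference 1.28, percentile 100) and not in CD271 high (-0.00, percentile 49.2). With TMM scaling the medians were 1.03 and 0.03. FOS was at 12.2 CPM in unsorted cells, 44.7 CPM in CD271 high and 93.5 CPM in CD271 low, while ATF3 was at 49.4, 17.1 and 127 CPM. Both fractions were sorted, so sorting alone would not separate them. Whether cell type or a difference in handling lay behind the excess in CD271 low was not tested. The list was not compared with earlier unsorted libraries. Some members, such as EGR3, were higher in an earlier unsorted library than in CD271 low, and others, such as FOS, were not. JUN was at or under the floor in every library.

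Genes for small nucleolar and Cajal body RNAs (70 with a mean of at least 5 CPM) stood out among the 77 genes at least 2-fold higher in the unsorted day 10 library than in both fractions, where 24 of them were found. Their median log2 difference from unsorted day 10 was -0.78 in CD271 high and -0.96 in CD271 low, and -0.75 and -1.21 with TMM scaling. The median of the 46 members that had not drawn attention was lower too (-0.28 and -0.26, percentiles 0 and 0). Not every member was lower, since 50 of all 70 were lower in both fractions than in unsorted day 10. The smaller difference of the 46 follows from setting the others apart, and being from the same libraries they are no independent check. A difference in cell handling or RNA preparation between sorted and unsorted samples may explain this, and the design cannot separate it from a difference in the cells. Lower expression of the host genes was looked at through 11 SNHG genes. Their median log2 difference was 0.23 in CD271 high (percentile 92.4) and -0.06 in CD271 low (percentile 8.83). As a list they did not stand apart from random lists in either fraction. Hosts were not matched to the members of the family. Thinning to equal library size left medians of -0.82 and -0.98 (percentiles 0 and 0, as low as they can be), and GC centring left medians of -0.85 and -1.18. Loss of short RNA would spare longer transcripts, but all members of the family are short, so this could not be decided within it. The rank correlation of transcript length (up to 420 bases) with the difference was -0.160 in CD271 high and -0.0284 in CD271 low, across 65 genes that are not independent replicates. RMRP, another short RNA, was also lower, at 3.93% of counts in unsorted day 10 cells, 2.88% in CD271 high and 2.09% in CD271 low. In earlier unsorted libraries it was below CD271 high at day 0 (2.20%) and day 8 (2.68%). It was above CD271 high at day 2 (2.90%), day 4 (4.21%) and day 6 (3.60%). The pattern cannot be told apart from loss of short RNA. The family was not constant among unsorted libraries either, at 0.729% of counts at day 0, 1.87% at day 4 and 1.29% at day 10, against 0.825% in CD271 high and 0.70% in CD271 low. Leaving the family out gave a PC1 share of 38.3%.

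More genes were lower than higher in CD271 high against CD271 low. The share of higher genes among those 4-fold apart was 17.1%. It was 26.0% with TMM scaling, 25.2% after GC centring, 17% after thinning and 18.5% without the 10 genes with the most counts in each fraction. TMM scaling and GC centring both take out the overall shift between the fractions, so the GC value does not show an effect of GC content. That shift accounts for a part and not for most of the excess. Against the unsorted day 10 library, 4.64% of the changed genes were higher in CD271 high and 58.0% in CD271 low. If CD271 high RNA makes up a large share of the unsorted library, few genes could be 4-fold higher in CD271 high than in it. The low value for CD271 high therefore does not show which fraction is the more mixed. A candidate explanation of the excess is that CD271 low is the more mixed library and CD271 high lacks genes of other cells. This is a hypothesis that these values do not decide, found on the same libraries with 1 library per fraction. A difference in RNA quality between the fractions was not tested.

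Some neuronal genes were higher in unsorted cells than in both fractions, such as TUBB3 (898 CPM, against 457 in CD271 high and 169 in CD271 low) and STMN2 (102, 49.8 and 16.6 CPM). Cells outside both gates or lost in sorting might explain this. The list of 10 early sensory or neuronal genes did not stand apart as a whole. Its median log2 difference from the higher fraction was -0.41, at percentile 38.6. The 3 of the 10 genes that were higher in unsorted cells were TUBB3, STMN2 and ELAVL3. Several other members were highest in CD271 high, so the median cannot decide whether such cells were lost. TUBB3 was also at 290 CPM at day 0. NEUROG1 was highest in CD271 high, at 122 CPM against 54.0 CPM in unsorted cells.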
